# LDL regulates intestinal stem cell homeostasis via PPAR pathway

**DOI:** 10.1016/j.jlr.2025.100826

**Published:** 2025-05-14

**Authors:** Ruicheng Shi, Wei Lu, Zhiming Zhao, Bo Wang

**Keywords:** fatty acid oxidation, hyperlipidemia, ISCs, LDL, PPAR

## Abstract

Epidemiological studies have highlighted a strong association between hyperlipidemia and an increased risk of cancer in the gut. Intestinal stem cells (ISCs) have been demonstrated as the cells of origin for tumorigenesis in the gut. However, the impact of hyperlipidemia on ISC homeostasis remains unclear. Here, we show that hyperlipidemia induced by LDL receptor (*Ldlr*) deficiency enhances ISC proliferation in vivo. Additionally, LDL treatment impairs organoid survival but increases ISC stemness ex vivo, as evidenced by the formation of poorly differentiated spheroid and higher ISC self-renewal capacity. Mechanistically, LDL treatment activates PPAR pathways, and pharmacological inhibition of PPAR and its downstream targets, including CPT1A and PDK4, mitigates the effect of LDL on ISCs. These findings demonstrate that hyperlipidemia modulates ISC homeostasis, providing new insights into the mechanism linking hyperlipidemia with tumorigenesis in the gut.

Epidemiological studies have revealed strong correlation between dietary lipid intake and hyperlipidemia and cancer risk in the gut (1, 2, 3, 4, 5, 6). A higher incidence of colorectal neoplasms has been observed in patients with coronary artery disease (7), a condition often associated with hyperlipidemia, particularly elevated LDL cholesterol levels, which have also been identified as a significant risk factor for the recurrence of colorectal cancer (CRC) in human patients (8). Furthermore, several genes involved in cholesterol de novo biosynthesis pathway, regulated by the transcription factor SREBP2, have been shown to be upregulated in CRC tumors and associated with poor prognosis in human patients (9, 10). Taken together, these observations strongly indicate a potential role of lipid metabolism in the initiation and progression of CRC.

Intestinal stem cells (ISCs) have been demonstrated to be the cells of origin for most precancerous adenomatous lesions in the gut (11, 12). Studies utilizing mouse models and human ex vivo organoid culture have demonstrated that mutations in ISCs are sufficient to initiate the tumorigenesis from these cells (11, 13). In physiology, ISCs regularly divide to produce highly proliferative progenitor cells known as transit-amplifying cells, which further divide four to five times and differentiate into intestinal epithelial cells (14), including absorptive enterocytes and secretory goblet cells, enteroendocrine cells, and Paneth cells. Proper balance between ISC self-renewal and differentiation is crucial to preserve the integrity of the intestinal epithelium and maintain its homeostasis, whose dysregulation has been shown to contribute to the development of various intestinal pathologies, such as inflammatory bowel disease and gastrointestinal cancers. Research has demonstrated that compromised epithelial integrity in the gut exposes ISCs to environmental mutagens, thereby promoting tumorigenesis (15). Conversely, the dynamics and functionality of ISCs greatly influence cancer initiation (16).

The homeostasis of ISCs is intricately regulated by signals from the surrounding microenvironment, including niche factors provided by Paneth cells and subepithelial mesenchymal cells (17). Recent studies have highlighted the impact of nutritional factors, such as calorie restriction, high-fat diet, fatty acid β-oxidation (FAO), and ketone bodies on ISC self-renewal and tumorigenesis (18, 19, 20, 21), underscoring the interconnection between nutritional status and metabolism with ISC function. Our previous studies have demonstrated that elevating cellular cholesterol levels through dietary cholesterol intake or enhancing endogenous cholesterol biosynthesis via SREBP-2 overexpression promotes ISC self-renewal and proliferation, as well as *Apc*^*Min/+*^-induced tumorigenesis in the intestine (22). In contrast, blocking cholesterol production significantly hinders crypt development. Deletion of SREBP cleavage-activating protein in the mouse intestines prevents SREBP activation and lipid production, leading to severe crypt development failure and enteropathy (23). These findings demonstrate the profound impacts of cellular cholesterol metabolism on ISC homeostasis. However, whether and how circulating lipids impact ISC function have been poorly investigated.

In this study, we investigated the impact of circulating LDL on ISC proliferation. Deletion of LDL receptor (*Ldlr*), a key receptor for plasma LDL clearance, in mice elevates ISC activities in vivo. Furthermore, we demonstrated ex vivo that LDL impairs initial organoid formation but ultimately enhances stemness and self-renewal capabilities. Taken together, these findings highlight the complex role of LDL on ISC homeostasis and self-renewal.

## Materials and Methods

### Animal models

*Ldlr*^*−/−*^ and C57BL/6 mice were purchased from the Jackson Laboratory (Bar Harbor, ME). All animal procedures were conducted in compliance with protocol (#24157) approved by the IACUC at the University of Illinois at Urbana—Champaign. All mice were housed under pathogen-free conditions in a temperature-controlled room with a 12 h light/dark cycle. All mice were fed on a chow diet. During harvest, different regions (duodenum, jejunum, and ileum at a length ratio of 1:2:1) from small intestine samples were collected and immediately flushed with cold PBS with a syringe. All samples were snap-frozen in liquid nitrogen and stored at −80°C, fixed in 10% formalin, or frozen in OCT for cryosectioning. Plasma was collected by retro-orbital bleeding followed by centrifugation. Plasma lipids were measured with Wako Free Cholesterol E kit and Wako Cholesterol E kit (FUJIFILM, Richmond, VA). Crypt lipids were extracted with modified Bligh-Dyer lipid extraction, and free cholesterol content was measured with Amplex Red Cholesterol Assay Kit (Thermo Fisher Scientific, Waltham, MA). Tissue histology was performed in the University of Illinois at Urbana—Champaign Comparative Biosciences Histology Laboratory.

### Crypt isolation

Briefly, mice were sacrificed, and duodenum and jejunum were immediately removed, flushed with cold PBS, and cut open longitudinally. The tissues were rinsed twice with cold PBS and gently rocked with PBS containing 2.5 mM EDTA for 30 min at 4°C. Intestines were then vortexed vigorously for 30 s in 3 s pulses to release crypts. The mixture was then sat on ice for 10 min to allow the villi to settle down. Crypts in the supernatant were passed through a 70 μm strainer (BD Biosciences, Bedford, MA) and centrifuged at 100 *g* for 3 min to pellet the crypts. The pelleted crypts were then used for organoid culture or other experiments.

### 3D organoid culture

The collected pellet was resuspended in advanced DMEM/Ham’s F12 (Thermo Fisher Scientific, Waltham, MA). Crypts were quantified under a microscope and embedded in Matrigel (Thermo Fisher Scientific, Waltham, MA) at a concentration of 10–15 crypts/μl. Around 150 crypts were seeded in each well in a dome-shaped matrix on a 48-well plate and cultured in IntestiCult Organoid Growth Medium (StemCell Technology, Vancouver, BC). The growth medium was changed every other day.

### Organoid measurement

The growth of organoids was evaluated by quantifying total organoid numbers per well under the microscope 5 days postseeding. Spheroids were distinguished from other budding organoids and quantified under light microscopy.

### Secondary organoid assay

The primary organoids were washed in PBS once and mechanically disrupted by going through a syringe with a 21 G needle 30 times. The cells were then centrifuged, resuspended in Matrigel, and reseeded as described above. Secondary organoids were quantified at day 3.

### Organoid treatment

Organoids were treated with the following chemicals: LDL (25, 50 μg/ml; Lee Biosolutions, Maryland Heights, MO), etomoxir (100 μM; Cayman Chemical Company, Ann Arbor, MI), GSK3787 (2 μM; MedChemExpress, Monmouth Junction, NJ), and dichloroacetate (DCA) (20 mM, Thermo Fisher Scientific, Waltham, MA). All chemicals were added 24 h postseeding except for LDL.

### RNA-sequencing analysis

RNA-sequencing (RNA-Seq) analysis was performed in organoids treated with PBS or LDL (50 μg/ml) for 5 days. In brief, organoids were washed once with PBS, and total RNAs were isolated using TRIzol reagent (Invitrogen, Waltham, MA). Ribosomal RNA was removed with the Ribozero kit (Illumina, San Diego, CA). The RNA-Seq libraries were prepared with TruSeq Stranded mRNAseq Sample Prep kit (Illumina). The libraries were pooled; quantitated by quantitative PCR and sequenced on one SP lane for 101 cycles from one end of the fragments on a NovaSeq 6000. Fastq files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina). Fastq files were aligned to mouse reference genome GRCm39 using STAR 2.7.10b. The count matrix was created using featureCounts, and differential expression analysis was performed using DESeq2. For Gene Ontology analysis, genes with adjusted *P* values less than 0.001 were selected for the enrichment analysis. RNA-Seq data have been deposited at Gene Expression Omnibus (accession number: GSE269253).

### Ethynyl-2-deoxyuridine labeling and staining

For ethynyl-2-deoxyuridine (EdU) staining, mice were i.p. injected with EdU (10 mg/kg) 2 h prior to tissue collection. Intestine tissues were embedded in OCT and cryosectioned (10 μm). EdU staining was conducted using Click-iT EdU imaging kit (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s protocol. Briefly, slides containing mounted frozen sections were allowed to thaw to room temperature and then fixed with 4% paraformaldehyde in PBS for 15 min. Slides were then washed twice with 3% BSA in PBS and permeabilized with 0.5% Triton X-100 in PBS for 20 min. The slides were washed twice with 3% BSA in PBS and incubated with a Click-iT reaction cocktail (Thermo Fisher Scientific; catalog no.: C10337) containing Click-iT reaction buffer, CuSO_4_, Alexa Fluor® 488 Azide, and reaction buffer additive for 30 min in dark. The sections were washed once more with 3% BSA in PBS and incubated with 5 μg/ml Hoechst 33342 for 10 min. The slides were then washed twice with PBS and mounted with ProLong™ Gold Antifade Mountant (Thermo Fisher Scientific, Waltham, MA).

### Immunohistochemistry and immunofluorescence

All staining was conducted using samples embedded in paraffin. For olfactomedin 4 (OLFM4) staining, the paraffin sections were rehydrated and subjected to antigen retrieval for 20 min in near-boiling citric buffer (pH 6.0). Slides were blocked with 10% goat serum for 1 h at room temperature and incubated with anti-OLFM4 (1:350 dilution; Cell Signaling Technologies), anti-Ki-67 (1:50 dilution; Abcam), anti-β-catenin (1:50 dilution; BD Bioscience), or anti-Lysozyme (1:400 dilution; Dako) overnight at 4°C. Slides were then washed and incubated with biotin-conjugated secondary antibodies (Vector Laboratories, Newark, CA), and signals were developed with an ABC kit (Vector Laboratories, Newark, CA).

### Quantitative PCR

Briefly, small intestine tissue was homogenized with TissueLyser II (Qiagen, Hilden, Germany), and total RNA was extracted with TRIzol reagent. Complementary DNA was synthesized, and gene expression was quantified by CFX384 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA) with SYBR Green (Bio-Rad, Hercules, CA). Gene expression levels were normalized to 36B4.

### Statistical analysis

Sample sizes were determined based on previous studies and preliminary results. All results were confirmed in at least two different batches of mice. Results from quantitative experiments were expressed as means ± SEM. GraphPad Prism 10 (GraphPad Software, Inc, San Diego, CA) was used for all statistical analyses. Where appropriate, significance was calculated by paired or unpaired Student's *t*-test and one- or two-way ANOVA with Tukey's or Sidak's multiple comparison test.

## Results

### *Ldlr* deficiency promotes crypt proliferation in vivo

To evaluate the impact of hyperlipidemia on ISC homeostasis, we employed an *Ldlr* knockout mouse model (*Ldlr*^*−/−*^), which is known to develop hyperlipidemia, particularly elevated LDL-cholesterol, on a chow diet (24). As expected, lipid measurement showed a marked increase in serum cholesterol and triglyceride levels in *Ldlr*^−/−^ mice compared to *Ldlr*^+/+^ WT mice (Fig. 1A–C). In contrast, serum NEFA levels were only slightly increased in *Ldlr*^−/−^ mice (Fig. 1D). *Ldlr*^−/−^ mice exhibited similar intestine length and comparable intestine morphology, including villi length, crypt height, and crypt density, compared to WT mice (Fig. 1E–I).

**Fig. 1:**
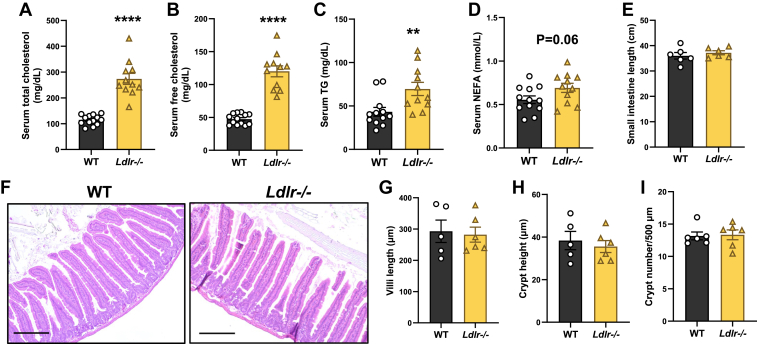
*Ldlr* deficiency-induced hyperlipidemia does not have a dramatic impact on intestinal morphology. A–D: Serum total cholesterol (A), free cholesterol (B), triglyceride (TG) (C), and NEFA (D) levels in WT and *Ldlr*^−/−^ mice (n = 11–13 mice/group). E: Small intestine length of WT and *Ldlr*^*−/−*^ mice (n = 6 mice/group). F: Representative H&E images of WT and *Ldlr*^*−/−*^ mice jejunum. Scale bar represents 100 μm. G–I: Quantification of villi length, crypt height, and crypt density of WT and *Ldlr*^*−/−*^ jejunum (n = 5–6 mice/group). Values are means ± SEM. Statistical analysis was performed with Student's *t*-test. ∗∗*P* < 0.01 and ∗∗∗∗*P* < 0.0001.

Interestingly, although *Ldlr*^−/−^ showed no overt phenotype in the intestine, EdU pulse-labeling experiments revealed a ∼30% increase in EdU-positive proliferating cells in the crypts of *Ldlr*^*−/−*^ mice compared to WT (Fig. 2A). Immunohistochemistry analysis of Ki67 revealed ∼1.8-fold increase in Ki67-positive nuclei in the crypts of *Ldlr*^*−/−*^ intestine (Fig. 2B). Furthermore, immunostaining of OLFM4, a robust ISC marker (25), showed a significant increase in OLFM4-positive ISCs in *Ldlr*^−/−^ crypts (Fig. 2C). ISC proliferation and differentiation are closely correlated. We next examined the impact of *Ldlr* deficiency on ISC differentiation. Loss of *Ldlr* resulted in a 33% decrease in periodic acid-Schiff-labeled goblet cells (Fig. 2D) and a 20% reduction in the number of lysozyme-positive Paneth cells (Fig. 2E). These data indicate that *Ldlr* deficiency promotes ISC proliferation but impairs their differentiation toward the secretory cell lineage.

**Fig. 2:**
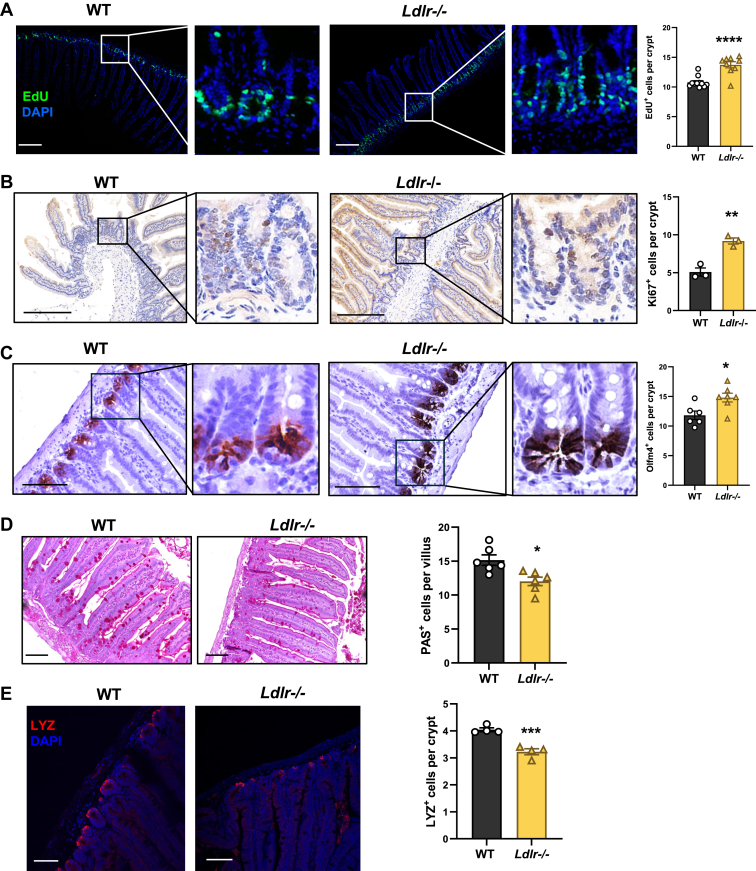
*Ldlr* deficiency enhances crypt proliferation. A: Representative images and quantification of EdU-positive proliferating cells in WT and *Ldlr*^*−/−*^ crypts (n = 9–11 mice/group). Scale bar represents 100 μm. B: Representative images and quantification of Ki67-positive proliferating cells in WT and *Ldlr*^*−/−*^ crypts (n = 3 mice/group). Scale bar represents 100 μm. C: Representative images and quantification of OLFM4-positive stem cells in WT and *Ldlr*^*−/−*^ crypts (n = 6–7 mice/group). Scale bar represents 100 μm. D: Representative images and quantification of periodic acid-Schiff staining of goblet cells in WT and *Ldlr*^*−/−*^ villi (n = 6 mice/group). Scale bar represents 100 μm. E: Representative images of lysozyme (LYZ) immunofluorescence staining and quantification of LYZ-positive Paneth cells in WT and *Ldlr*^*−/−*^ crypts (n = 4 mice/group). Scale bar represents 100 μm. Values are means ± SEM. Statistical analysis was performed with Student's *t*-test. ∗*P* < 0.05, ∗∗∗*P* < 0.001, and ∗∗∗∗*P* < 0.0001.

Consistent with the expansion of ISCs in *Ldlr*^−/−^ intestine, real-time PCR analysis of isolated crypts revealed a significant upregulation of *Bmi1* and *Olfm4* in the absence of *Ldlr*, whereas the expression of other ISC markers, including *Axin2*, *Lrig1*, and *Hopx*, remained comparable between *Ldlr*^−/−^ and WT mice (Fig. 3A). The WNT, Notch, and EGF pathways are well established to drive ISC proliferation and differentiation. However, no significant differences were observed between WT and *Ldlr*^*−/−*^ crypts in the expression of several key mediators and downstream targets of these signaling pathways, except for *Ccnd1* and *Dll1* (Fig. 3B, C). Immunostaining of β-catenin revealed a trend of decrease in nuclear β-catenin signals between WT and *Ldlr*^*−/−*^ crypts, indicating that Wnt signaling pathway unlikely contributes to enhanced ISC proliferation in the absence of *Ldlr* (Fig. 3D, E). These data suggest that the altered proliferation and differentiation of ISCs in *Ldlr*^*−/−*^ crypts is unlikely driven by these canonical pathways.

**Fig. 3:**
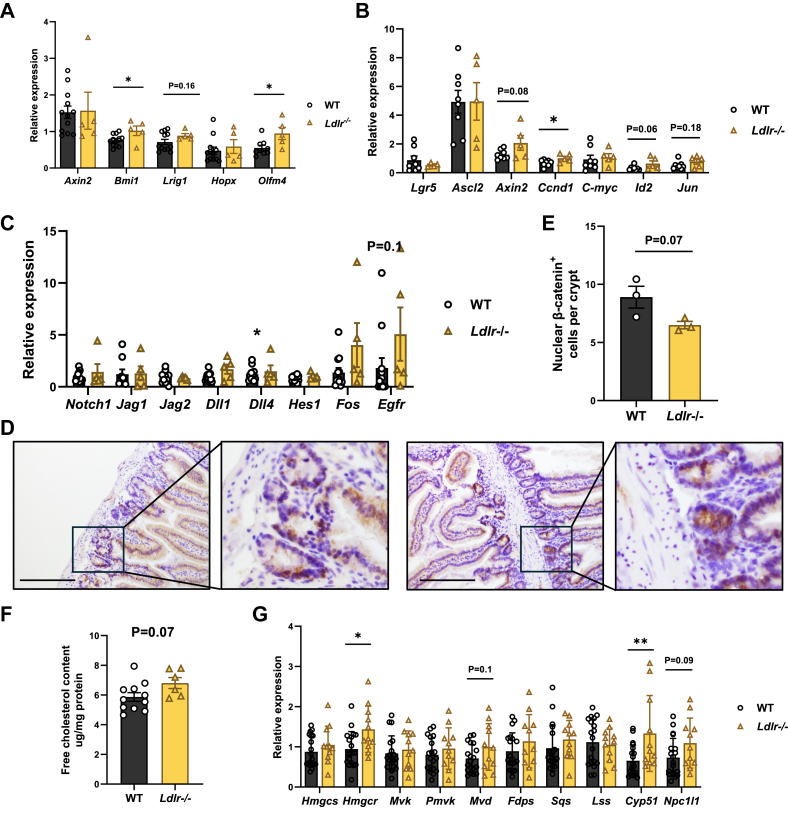
The expression of stem cell markers, genes involved in WNT signaling pathway and cholesterol metabolism in WT and *Ldlr*^*−/−*^ mice. A: Real-time PCR analysis of ISC markers in crypts isolated from WT and *Ldlr*^−/−^ mice (n = 5–12 mice/group). B and C: Real-time PCR analysis of WNT, Notch, and EGF pathway genes in crypts isolated from WT and *Ldlr*^−/−^ mice (n = 5–12 mice/group). D and E: Representative images of β-catenin immunostaining and quantification of nuclear β-catenin in WT and *Ldlr*^−/−^ crypts (n = 3 mice/group). Scale bar represents 100 μm. F: Cellular free cholesterol levels in crypts isolated from WT and *Ldlr*^−/−^ mice (n = 6–11 mice/group). G: Real-time PCR analysis of genes involved in cholesterol biosynthesis in crypts isolated from WT and *Ldlr*^−/−^ mice (n = 11–19 mice/group). Values are means ± SEM. Statistical analysis was performed with Student's *t*-test. ∗*P* < 0.05 and ∗∗*P* < 0.01.

Previous studies have demonstrated that elevated cholesterol synthesis and excess cellular cholesterol levels induce ISC hyperproliferation (22). To test if the increased ISC proliferation in *Ldlr*^*−/−*^ mice may be attributed to elevated cellular cholesterol levels, we measured the free cholesterol content in the crypts. Indeed, compared to WT crypts, *Ldlr*^*−/−*^ crypts exhibited a slight increase (17%) in free cholesterol contents (Fig. 3F). Moreover, real-time PCR analysis revealed a significant upregulation in the expression of several key genes in the SREBP2 pathway, including *Hmgcr* and *Cyp51* (Fig. 3G), likely as a compensatory response to the defect in LDL-cholesterol uptake.

### LDL treatment impairs organoid survival but enhances their self-renewal capacity

To further investigate the effect of *Ldlr* deficiency on ISC proliferation, we performed ex vivo culture to evaluate the ability of isolated crypts to form organoids in 3D culture as described previously (26). Surprisingly, loss of *Ldlr* did not affect organoid-forming rate, organoid size, or self-renewal ability, as assessed by the secondary organoid-forming rate per primary organoid (Fig. 4A–D). These findings suggest that the impact of *Ldlr* deficiency on ISC proliferation in vivo is likely not intrinsic to the ISCs themselves but may instead be a secondary effect of hyperlipidemia.

**Fig. 4:**
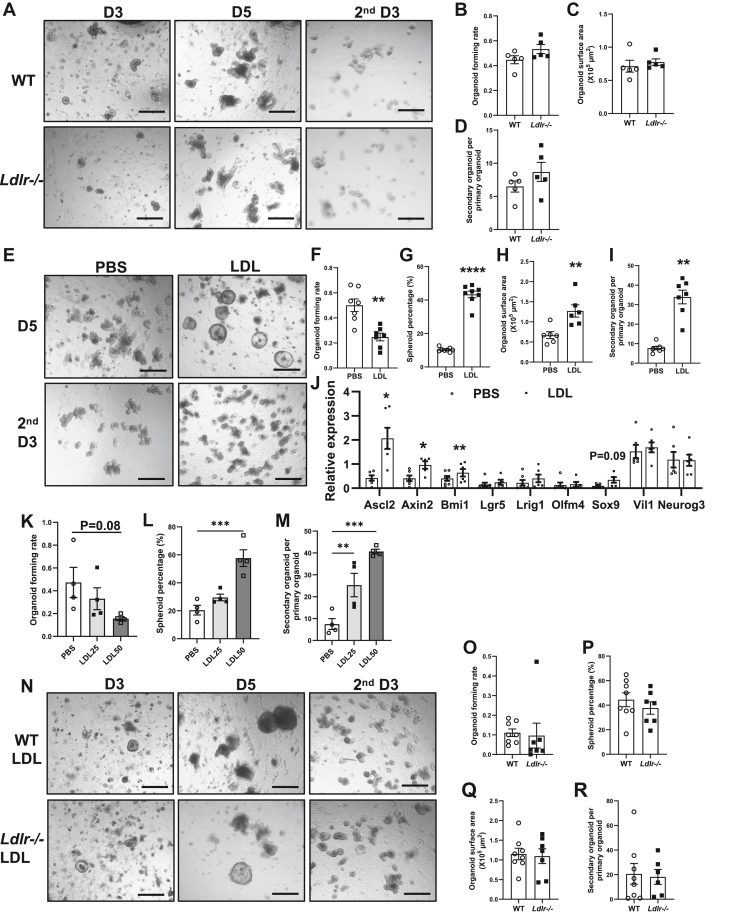
LDL treatment reduces organoid survival but enhances their self-renewal capacity. A: Representative images of organoids derived from crypts isolated from WT and *Ldlr*^*−/−*^ jejunum. B–D: Quantification of organoid-forming rate (B), surface area (C), and secondary organoid number per primary organoid (D) from A. Each dot represents the mean of three to four wells from one mouse (n = 5 mice/group). E: Representative images of organoids derived from crypts isolated from C57BL/6J mice and treated with control (PBS) or LDL (50 μg/ml) for 5 days. F–I: Quantification of organoid-forming rates (F), the percentages of spheroids (G), organoid surface areas (H), and secondary organoid-forming rates (I) from E. Each dot represents the mean of three to four wells from one mouse (n = 6–8 mice). J: Real-time RT-PCR analysis of stemness and lineage marker genes in PBS- and LDL-treated organoids. Each dot represents data from one mouse (n = 6). K–M: Quantification of growth and secondary organoid formation of organoids treated with PBS and different concentrations of LDL treatment. Each dot represents the mean of three to four wells from one mouse (n = 4 mice). N: Representative images of organoids derived from crypts isolated from WT and *Ldlr*^*−/−*^ mice and treated with LDL (50 μg/ml) for 5 days. O–R: Quantification of organoid-forming rates (O), the percentages of spheroids (P), organoid surface areas (Q), and secondary organoid-forming rates (R) from N. Each dot represents the mean of three to four wells from one mouse (n = 7–8 mice). Scale bars in A, E, and N represent 400 μm. Values are means ± SEM. Statistical analysis was performed with paired Student's *t*-test. ∗∗*P* < 0.01 and ∗∗∗∗*P* < 0.0001.

*Ldlr* deficiency is known to elevate lipid levels in ApoB-rich LDL lipoproteins. We wondered whether hyperlipidemia may directly enhance ISC function. To test if lipoproteins directly affect ISC proliferation and self-renewal, we cultured crypts isolated from WT mice in the presence of LDL. Surprisingly, LDL treatment suppressed organoid clonogenic potential ex vivo compared to control PBS treatment (Fig. 4E, F). Furthermore, LDL treatment altered the morphology of 3D structure derived from crypts (Fig. 4E). PBS-treated crypts grew into organoids characterized by budding structures that harbor stem cells at their base, representing intestinal crypts, interposed by domains carrying all differentiated cell types, representing villi. In contrast, LDL-treated crypts exhibited a higher prevalence of round, fetal-like spheroids (Fig. 4E, G), which have been demonstrated to be mainly composed of proliferating stem cells and lack differentiated cells (19, 27, 28, 29). LDL-treated organoids also had larger surface areas (Fig. 4H). Passaging the primary organoids from LDL-treated group generated significantly more secondary organoids than controls (Fig. 4I). Quantitative RT-PCR analysis showed that several stemness genes were upregulated by LDL treatment, including *Ascl2*, *Axin2*, and *Bmi1* (Fig. 4J). However, there was no change in enterocyte or enteroendocrine cell markers. To further assess if the effect of LDL is dose dependent, we treated organoid cultures with different LDL concentrations. Quantification of organoid growth confirmed a dose-dependent decrease in organoid survival, accompanied by an increase in the percentage of spheroids and secondary organoid formation (Fig. 4K–M). These data indicate that LDL impairs the survival of ISCs but promotes their self-renewal capacity in ex vivo culture.

To further explore if the effect of LDL on ISC function is LDLR dependent, we evaluated organoid-forming ability from both WT and *Ldlr*^−/−^ mice. Interestingly, crypts from both mice demonstrated comparable primary organoid formation rate, spheroid percentage, surface area, and secondary organoid formation rate in the presence of LDL treatment (Fig. 4N–R), suggesting that the effect of LDL treatment on ISC function is independent of LDLR.

### LDL treatment enhances ISC function through the activation of PPAR pathway

To unravel the underlying mechanism by which LDL treatment impacts ISC proliferation and self-renewal, we performed RNA-Seq analysis on LDL- and PBS-treated organoids. 

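Organoids from 3 mice were treated with 50 μg/ml LDL or with PBS for 5 days, and RNA from each culture was sequenced as a separate library, giving 3 LDL-treated and 3 PBS-treated samples. The replicate number stands for the animal, so that each mouse contributed 1 library to each treatment. The authors made stranded libraries after removal of ribosomal RNA, aligned the reads to GRCm39 with STAR, counted reads per gene with featureCounts and used DESeq2 for differential expression; the text does not name the strand setting of the counting or whether the DESeq2 design included the mouse. They deposited normalized counts for 55416 Ensembl genes, of which 12377 were 0 in all 6 libraries. Within each library, every value was a whole multiple of 1 number, so a normalized count is the number of reads divided by 1 size factor for that library, and the reads themselves could be recovered. Between 22061545 and 31073360 reads per library were counted on genes, with a median of 28461202 in LDL-treated and 24374281 in PBS-treated organoids. Reads were found on 29285 to 30018 genes in the PBS-treated samples, and on 35781, 29870 and 32751 genes in the LDL-treated samples of mice 1, 2 and 3. Normalized counts were analyzed as log2 values after adding 1, for the 18459 genes with a mean of at least 10 over the 6 libraries. LDL- and PBS-treated organoids were compared as 2 independent groups with the moderated test of limma, which was two-sided and adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p-value under 0.05 and a change of more than 1.5-fold. The libraries were paired by mouse and this comparison ignores the pairing, so a gene that it did not call is not shown to be unchanged. A second fit added the mouse as a block, and its values are given where they change a call or move a count by more than 1.5 times.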

RNA-Seq analysis revealed 911 genes upregulated and 518 genes downregulated by 1.5-fold in response to LDL treatment (Fig. 5A). 

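Of the 18459 genes tested, 162 were upregulated and 73 were downregulated in LDL-treated organoids. All 162 were higher with LDL in each of the 3 mice, and all 73 were lower in each. The mouse block moved these counts to 1048 and 639, and all 162 and 73 genes were also called in that fit. Single libraries decided the counts as well: without the LDL-treated library of mouse 2 they were 1179 and 1133, and without that of mouse 3 they were 18 and 2. In such fits the groups hold different mice, so they mix the level of a mouse with its response to LDL. The LDL- and PBS-treated values did not overlap for 24.2% of the genes tested, against 10% by chance for 3 samples against 3. For such a gene the exact two-sided permutation test gives p = 0.1, the smallest value this design allows.
Clu lies on chromosome 14 of GRCm39 from 66190200 to 66218999 and encodes clusterin. Its normalized count was 6127 ± 4783 (SD, n = 3) in LDL-treated and 167 ± 127 (SD, n = 3) in PBS-treated organoids, a log2 fold change of 5.08 with a standard error of 1.03. The gene was not called (adjusted p = 0.0614 from limma), and its level differed between mice in both treatments. Within a mouse, LDL raised Clu between 28.8-fold and 38.4-fold, and with the mouse block it was called (adjusted p = 1.4e-06 from limma). Fabp1, a fatty acid binding protein gene on chromosome 6 from 71176809 to 71182016, had a normalized count of 44106 ± 22583 (SD, n = 3) with LDL and 6604 ± 3395 (SD, n = 3) with PBS. Its log2 fold change was 2.74, with a standard error of 0.42 and an adjusted p-value of 0.0285 from limma.
Among called genes with a mean normalized count of at least 100, large rises were those of Cyp4a10, Isx, Pdk4 and Sptssb. Cyp4a10 on chromosome 4 (115375461 to 115390849) encodes a fatty acid hydroxylase and rose from 5.95 ± 2.50 to 1406 ± 853 (SD, n = 3), a log2 fold change of 7.56 with an adjusted p-value of 0.000897 from limma. Reads of Cyp4a10 can be shared with its near-identical copies Cyp4a31 and Cyp4a32, and the sum of the 3 genes rose at least 46.9-fold in every mouse. Isx on chromosome 8 (75599756 to 75620134), an intestinal homeobox gene, rose from 3.62 ± 1.35 to 426 ± 154 (SD, n = 3), with a log2 fold change of 6.51; at most 5 reads lay on it in any PBS-treated library. Sptssb on chromosome 3 had a log2 fold change of 4.53. The 5 largest falls among called genes with that mean were those of Aldh1l2, Atp8b5, Ntn4, Dpysl5 and Slc7a2, with log2 fold changes of -3.60, -3.34, -2.98, -2.35 and -2.13 and adjusted p-values between 0.00576 and 0.0465 from limma. Aldh1l2 overlaps Nopchap1 by 1056 bases on the other strand, where the log2 fold change was 0.05.

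**Figure D1:**
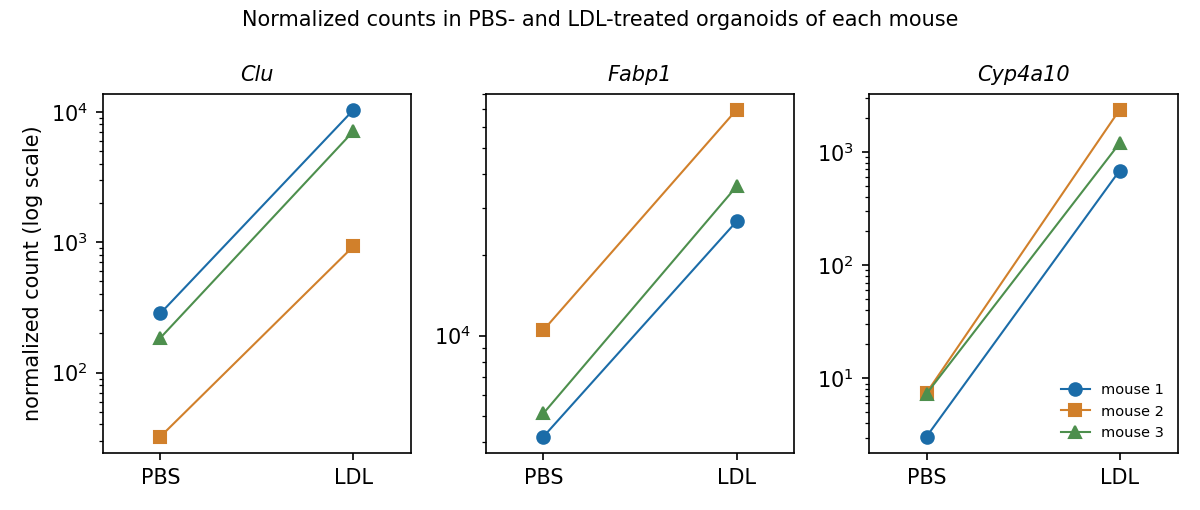
Normalized counts (log scale) of Clu, Fabp1 and Cyp4a10 in the PBS- and LDL-treated organoids of each mouse, 1 line per mouse (n = 3). Clu rose 28.8-fold to 38.4-fold within each mouse, while its level in mouse 2 stayed below that of the other mice in both treatments.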

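Pathway membership was taken from gene lists compiled by hand, because KEGG's own lists were not available, and each list was tested for an excess of called genes with a one-sided Fisher's exact test against all genes tested, adjusted over 40 tests (20 lists in 2 directions). Of 53 tested genes in a list of PPAR signaling, 10 were upregulated where 0.465 would be expected by chance (Fisher's exact test, adjusted p = 1.16e-09). They included Acaa1b, Acadl, Angptl4, Cpt1a, Cyp4a10, Fabp1, Me1 and Plin2. Among those that the paper does not name, Angptl4 had a log2 fold change of 2.76 (adjusted p = 0.000281 from limma) and Me1 of 1.98 (adjusted p = 0.000278 from limma). Pck2 was the only member downregulated, with a log2 fold change of -1.32, and the mouse block called 5 members downregulated (Fisher's exact test, adjusted p = 0.0977). The mouse block raised the count of upregulated members to 16 (Fisher's exact test, adjusted p = 2.11e-07). Only 4 were upregulated without the LDL-treated library of mouse 3 or the PBS-treated library of mouse 1, and 5 without the PBS-treated library of mouse 3.
A list of fatty acid degradation, which shares 17 genes with the PPAR list, had 40 tested genes, of which 8 were upregulated against 0.351 expected (Fisher's exact test, adjusted p = 3.58e-08). Besides genes of the PPAR list these included Adh4, Aldh3a2 and Hadhb, and Adh4 and Aldh3a2 had log2 fold changes of 2.33 and 1.05. The count dropped to 3 when the LDL-treated library of mouse 3, the PBS-treated library of mouse 1 or that of mouse 3 was left out, and to 5 without the PBS-treated library of mouse 2. Among 826 Reactome sets, 2 were over-represented among upregulated genes, and 27 had an unadjusted p-value under 0.05. Fatty acid, triacylglycerol and ketone body metabolism had 7 of 83 genes upregulated against 0.817 expected (Fisher's exact test, adjusted p = 0.0143). The set named fatty acids had 3 of 10 genes upregulated (Fisher's exact test, adjusted p = 0.0440). In the fit with the mouse block, 25 Reactome sets were over-represented among upregulated genes, led by extracellular matrix organization with 32 of 121 genes (Fisher's exact test, adjusted p = 7.10e-10) and laminin interactions with 13 of 24 (Fisher's exact test, adjusted p = 8.46e-08). Both fatty acid sets were no longer past the threshold in that fit, with 11 of 83 and 3 of 10 genes upregulated (Fisher's exact test, adjusted p = 0.236 and 0.314), and mitochondrial fatty acid beta-oxidation had 3 of 15 (Fisher's exact test, adjusted p = 0.521). In the same fit, 4 of these 15 genes were downregulated (Fisher's exact test, adjusted p = 0.0508).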

Pathway analysis revealed that PPAR signaling and fatty acid degradation were the top enriched pathways among the upregulated genes in LDL-treated organoids (Fig. 5B). 

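Among downregulated genes, the list with the lowest p-value was branched-chain amino acid degradation, with 5 of 25 tested genes against 0.0989 expected (Fisher's exact test, adjusted p = 5.61e-07). The 5 genes were Acadsb, Dbt, Ivd, Mccc1 and Pccb, with log2 fold changes between -0.96 and -0.59. All 25 genes had a lower mean with LDL, 24 of them in each of the 3 mice. The median log2 fold change of the list was -0.56, and limma's camera test, two-sided with a preset correlation of 0.01 between genes, gave an adjusted p-value of 8.77e-11. The block raised the count to 12 (Fisher's exact test, adjusted p = 1.84e-10). The count of 5 became 13 without the LDL-treated library of mouse 2 and 2 without that of mouse 1. It was 0 without the LDL-treated library of mouse 3 and without any of the PBS-treated libraries, where 8 to 12 members still had an unadjusted p-value under 0.05.
For amino acid biosynthesis, 4 of 23 tested genes were downregulated (Fisher's exact test, adjusted p = 1.88e-05), namely Cth, Gpt2, Psph and Psat1, with log2 fold changes of -1.89, -1.56, -0.94 and -0.76. Single libraries decided this count, which was 8 without the LDL-treated library of mouse 2, 1 without the LDL-treated library of mouse 1 or the PBS-treated library of mouse 3, and 0 without any other. Its median log2 fold change was -0.27 (adjusted p = 0.00664 from limma's camera). None of 25 genes of the tricarboxylic acid cycle and linked carbon metabolism was downregulated, and none had an unadjusted p-value under 0.05 with a change of more than 1.5-fold. Without the LDL-treated library of mouse 2, 5 were. The median of these genes was -0.21, with 21 of 25 lower (adjusted p = 0.0200 from limma's camera). The fatty acid degradation list had 1 downregulated gene, Acadsb, and 6 with the mouse block (Fisher's exact test, adjusted p = 0.00789). This list shares 5 genes with branched-chain amino acid degradation. The shared genes Acadsb, Acat1, Echs1 and Hsd17b10 were among the 6, so the result is not independent of that list. None of the 20 lists had an adjusted p-value under 0.05 without the mouse block when camera estimated the correlation between genes or when limma's rotation test fry was used, and the smallest adjusted p-value from fry was 0.0587. With the block, fry put complement and coagulation, fetal-like and goblet cell genes (adjusted p = 0.0444 each from limma's fry) and enterocyte genes (adjusted p = 0.0455 from limma's fry) under 0.05.
Among Reactome sets, 5 were over-represented among downregulated genes and 33 had an unadjusted p-value under 0.05. Metabolism of amino acids and derivatives had 8 of 151 genes downregulated, and branched-chain amino acid catabolism had 4 of 16 (Fisher's exact test, adjusted p = 0.000288 for both). The others were amino acid synthesis and interconversion (3 of 16 genes) and a pair of sets on platelet degranulation and calcium response that had 4 of 58 and 4 of 62 genes. The mouse block gave 31 such sets, led by translation elongation with 21 of 116 genes (Fisher's exact test, adjusted p = 1.69e-06) and translation termination with 20 of 113 (Fisher's exact test, adjusted p = 2.05e-06), and all 5 sets stayed past the threshold.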

Interestingly, the most downregulated pathways were metabolic pathways, particularly those involved in amino acid, carbon, and fatty acid metabolism (Fig. 5B). Gene set enrichment analysis further confirmed that genes involved in fatty acid and cholesterol metabolism were among the top upregulated genes in the LDL-treated organoids (Fig. 5C, D). These included PPAR target genes *Pdk4*, *Cd36*, *Hmgcs2*, and several key genes critical in FAO, such as *Cpt1a* (encodes carnitine palmitoyl-transferase1A, the rate-limiting enzyme of FAO), *Acox1* (encodes acyl-coenzyme A oxidase 1, the first enzyme of FAO), *Acadl* (encodes acyl-CoA dehydrogenase long chain), *Hadha/Hadhb* (encodes hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha/beta catalyzing the last three steps of FAO), *Eci2* (encodes enoyl-CoA delta isomerase 2 involved in β-oxidation of unsaturated fatty acids), and *Ehhadh* (encodes enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase) (Fig. 5E). 

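The shift of whole gene lists was tested with limma's camera over 20 lists. The median log2 fold change of 53 PPAR signaling genes was 0.10, with 32 genes higher and 21 lower (adjusted p = 0.00776 from limma's camera), and without the LDL-treated library of mouse 2 it was 0.12 and no longer past the threshold (adjusted p = 0.271). This median was 0.26 without the LDL-treated library of mouse 1 and 0.049 without the PBS-treated library of mouse 3. The median of 40 fatty acid degradation genes was 0.24, with 23 genes higher and 17 lower (adjusted p = 0.0344 from limma's camera). The mouse block brought its adjusted p-value to 0.0582. Leaving out the LDL-treated library of mouse 2 brought the median of this list to -0.04 (adjusted p = 0.763 from limma's camera), and without the PBS-treated library of mouse 1 it was 0.15 (adjusted p = 0.169 from limma's camera). Without the PBS-treated library of mouse 3 it was 0.23 (adjusted p = 0.0507 from limma's camera). These fits compare different mice between the groups. Within mice 1, 2 and 3, the median log2 ratio of the fatty acid degradation genes was 0.0081, 0.31 and 0.11. For 25 cholesterol biosynthesis genes the median was -0.16, with 8 genes higher and 17 lower (adjusted p = 0.443 from limma's camera), and none was called in either direction or had an unadjusted p-value under 0.05 with a change of more than 1.5-fold. A wider list of 69 cholesterol homeostasis genes, 21 of them shared with the biosynthesis list, had a median of 0.092, with 35 genes higher and 34 lower (adjusted p = 0.336 from limma's camera). No member of the wider list was called upregulated, and 12 had an unadjusted p-value under 0.05. With the mouse block 11 were upregulated, which was more than expected by chance (Fisher's exact test, adjusted p = 0.00600). Clu was among the 11, and none of them was a gene of the biosynthesis list. The downregulated members of the wider list were Atf5, Niban1 and Trib3 (Fisher's exact test, adjusted p = 0.0147). The mouse block called 6 downregulated, no longer more than expected by chance (Fisher's exact test, adjusted p = 0.0977). The median of the wider list was -0.0090 without the PBS-treated library of mouse 1, 0.029 without that of mouse 3 and 0.035 without the LDL-treated library of mouse 1. Complement and coagulation genes had a median of 0.15 over 20 genes (adjusted p = 0.127 from limma's camera), and 3 of them, including Plat and Thbs1, were upregulated (Fisher's exact test, adjusted p = 0.00452), and 7 with the mouse block (Fisher's exact test, adjusted p = 0.000501). Genes of the unfolded protein response had a median of 0.074, and MYC targets had a median of 0.032 (adjusted p = 0.196 from limma's camera for both).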

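All 19 genes of the heatmap (Fig. 5E) were higher in LDL-treated than in PBS-treated organoids in each of the 3 mice. Their log2 fold changes were between 0.64 and 5.80, with a median of 0.94, and for 16 of them the LDL- and PBS-treated values did not overlap. Adjusted over all genes tested, 10 were called upregulated, with adjusted p-values between 0.00111 and 0.0484 from limma. Adjusted over the list alone, 17 had an adjusted p-value under 0.05, which is not independent evidence because the study chose the genes on these samples. All 19 were called with the mouse block. Only 2 were called without the LDL-treated library of mouse 3 or the PBS-treated library of mouse 1, and 3 without the PBS-treated library of mouse 3.
Pdk4, on chromosome 6 from 5483097 to 5496339, encodes a kinase that inhibits pyruvate dehydrogenase. Its normalized count rose from 7.90 ± 3.62 to 475 ± 142 (SD, n = 3), a log2 fold change of 5.80 with a standard error of 0.38. Cpt1a, on chromosome 19 from 3371853 to 3437996, rose from 3084 ± 120 to 6422 ± 577 (SD, n = 3), a log2 fold change of 1.05 (adjusted p = 0.00447 from limma), which was larger than the spread between mice. Acadl had a log2 fold change of 0.91 (adjusted p = 0.0200 from limma). Hadhb had a log2 fold change of 0.94 (adjusted p = 0.0484 from limma) and Hadha of 0.67 (adjusted p = 0.121 from limma); the 2 genes overlap by 984 bases on opposite strands. Acaa1b was called with a log2 fold change of 2.12, and its close paralog Acaa1a, which can share its reads, had 0.16.
Cd36, on chromosome 5 from 17986432 to 18094067, rose from 15.7 ± 10.1 to 58.9 ± 19.0 (SD, n = 3) with a log2 fold change of 1.95, and was called with the mouse block and not without it (adjusted p = 0.0780 without and 0.00333 with the block, from limma). Eci2 and Ehhadh had log2 fold changes of 0.74 and 0.64, and the block changed their calls in the same way. Other genes called with the block and not without it included Hadha, Slc27a4, Slc22a3, Ppard and Fabp2. Over the 9 genes of Fig. 5E whose call the block changed, the adjusted p-values from limma were between 0.0540 and 0.376 without the block and between 0.00242 and 0.0153 with it. In Fig. 5, the paper states that these changes show activation of FAO in LDL-treated organoids.

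**Figure D2:**
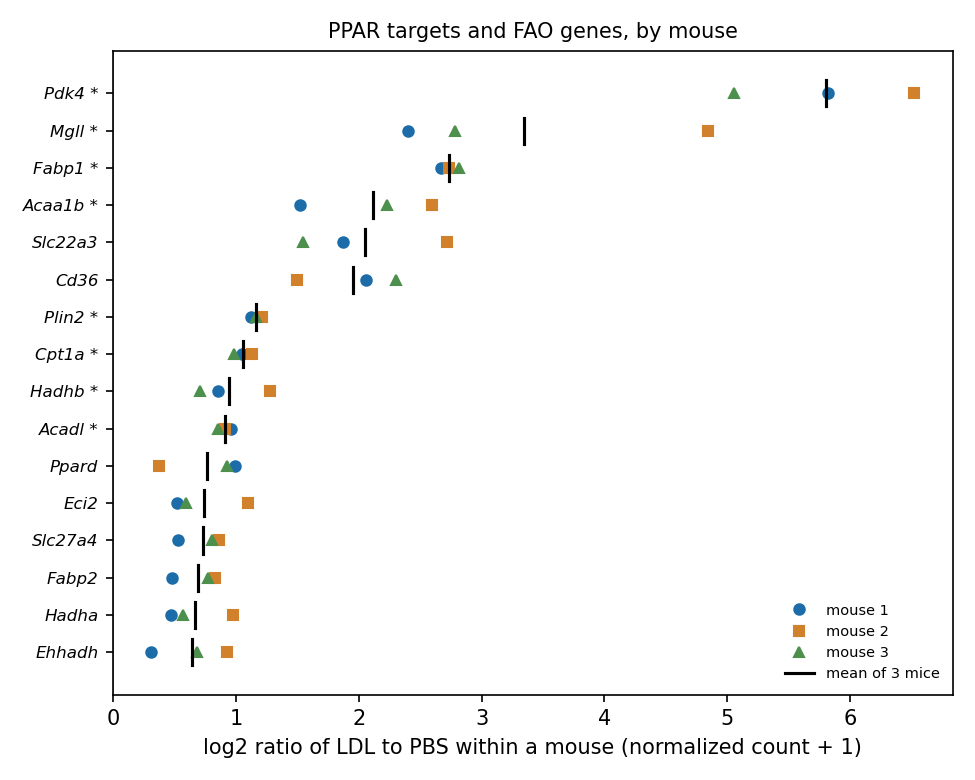
Log2 ratio of the normalized count (plus 1) in LDL-treated to that in PBS-treated organoids of each mouse, for 16 genes of Fig. 5E; points are the 3 mice, vertical bars their mean, and asterisks mark the 8 plotted genes called upregulated. All points lie above 0, and the means run from 0.64 for Ehhadh to 5.80 for Pdk4.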

The upregulation of most PPAR targets and FAO genes was validated by real-time RT-PCR analysis (Fig. 5F).

**Fig. 5:**
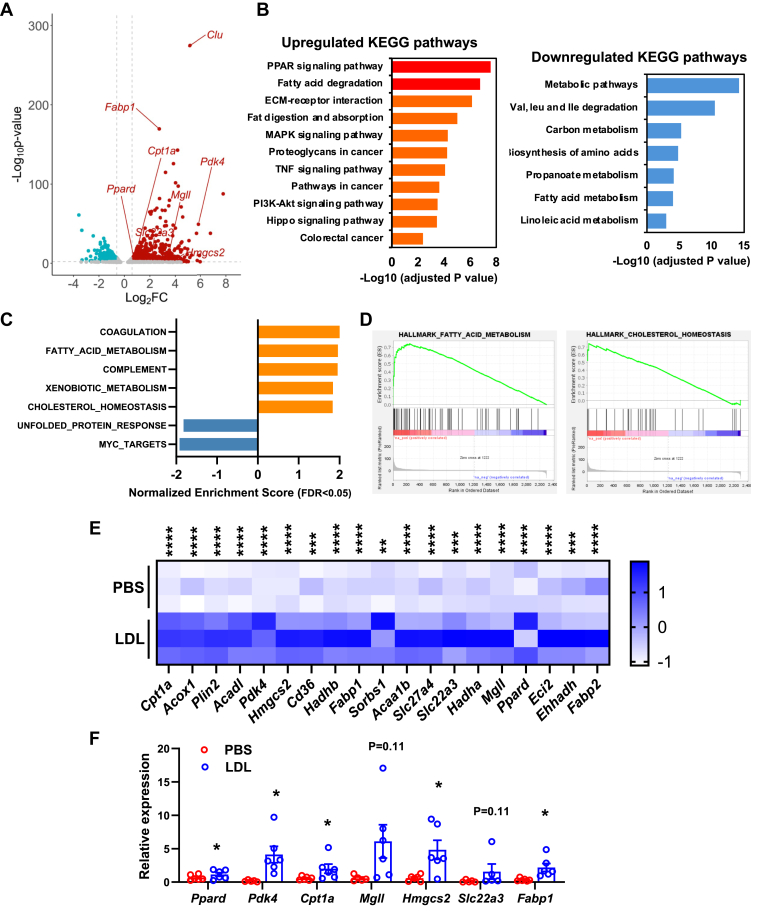
RNA-Seq analysis revealed activation of FAO in LDL-treated organoids. A: Volcano plot of differentially expressed genes in organoids derived from C57BL/6J mice and treated with PBS or LDL (50 μg/ml) for 5 days. B: Kyoto Encyclopedia of Genes and Genomes pathway analysis of the upregulated and downregulated genes in organoids derived from C57BL/6J mice and treated with PBS or LDL (50 μg/ml) for 5 days. C: Gene set enrichment analysis (GSEA) of the top dysregulated pathways in organoids derived from C57BL/6J mice and treated with PBS or LDL (50 μg/ml) for 5 days. D: Enrichment plot of the fatty acid and cholesterol metabolism genes in organoids derived from C57BL/6J mice and treated with PBS or LDL (50 μg/ml) for 5 days. E: Heatmap of selected PPAR targets and genes involved in FAO activated by LDL treatment as in A. F: Real-time RT-PCR analysis of stemness and lineage marker genes in PBS- and LDL-treated organoids. Each dot represents data from one mouse (n = 5–6). Values are means ± SEM. Statistical analysis was performed with paired Student's *t*-test. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, and ∗∗∗∗*P* < 0.0001.

The PPAR pathway and FAO have been shown to promote ISC proliferation in response to fasting or high-fat diet feeding (19, 20, 30). To further investigate whether the PPAR and FAO pathways contribute to the enhanced ISC function induced by LDL treatment, we pharmacologically suppressed these pathways in LDL-treated organoid cultures using etomoxir (CPT1A inhibitor), GSK3787 (PPARβ/δ inhibitor), and DCA (PDK4 inhibitor). Administration of etomoxir resulted in marked reduction in organoid survival and growth, evidenced by a 50% decrease in organoid-forming rate and a 70% reduction in surface area (Fig. 6A–C). Although etomoxir treatment did not alter organoid morphology (Fig. 6D), it significantly reduced the self-renewal ability revealed, as demonstrated by a ∼60% decrease in secondary organoid-forming rate upon passaging (Fig. 6E). In contrast, GSK3787 inhibited organoid growth without affecting their survival and self-renewal ability, whereas DCA treatment dramatically inhibited both organoid growth and self-renewal capacity (Fig. 6A–E). Taken together, these findings demonstrate that both the PPAR pathway and FAO contribute to the augmented growth and self-renewal ability of organoids following LDL treatment.

**Fig. 6:**
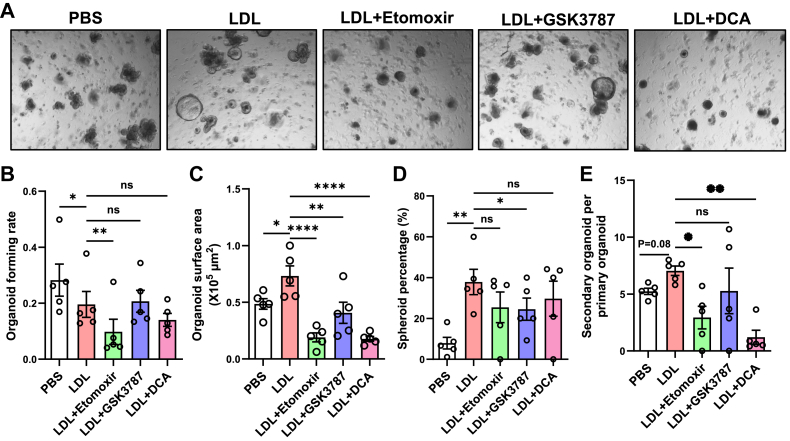
PPAR and FAO mediate the effect of LDL treatment in organoid self-renewal. A: Representative images of WT organoids treated with PBS control, LDL (50 μg/ml), or LDL and etomoxir (100 μM), GSK3787 (2 μM), or DCA (20 mM). B–E: Quantification of organoid-forming rates (B), organoid surface areas (C), the percentage of spheroids (D), and secondary organoid-forming rates (E) from A. Each dot represents the mean of three to four wells from one mouse (n = 5 mice). Values are means ± SEM. Statistical analysis was performed with one-way ANOVA. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗∗*P* < 0.0001, and ns, not significant.

## Discussion

The ISCs in the crypt have the challenging task of continuous replenishment of the intestinal epithelium while avoiding uncontrolled proliferation. To maintain this balance, ISC homeostasis is tightly regulated by both intrinsic and extrinsic factors, including niche factors, nutrients, and dietary regimes (31). In this study, we demonstrate that, in addition to dietary lipids, circulating lipids also influence ISC function. Hyperlipidemia, induced by the loss of *ldlr*, an important receptor for plasma LDL clearance, enhances ISC function in vivo. Consistently, LDL treatment promotes stemness and self-renewal capabilities of the crypts, resulting in the formation of fetal-like spheroid structures, increased surface area, and elevated secondary organoid formation ex vivo.

Altered lipid metabolism has long been linked to gastrointestinal cancer (32, 33, 34, 35, 36). Lipidomics analyses have revealed increased levels of specific phospholipids, fatty acids, triglycerides, and cholesterol in gastrointestinal cancer tissues (35, 37). Considering that ISCs are the primary cells of origin for gastrointestinal cancers, it is not surprising that some of these lipids enhance ISC function and contribute to tumorigenesis (19, 20, 22, 30). Although the relationship between serum lipid levels and gastrointestinal cancer remains inconclusive, the majority of studies indicate a positive association between elevated serum triglyceride and cholesterol levels, particularly LDL-cholesterol and free cholesterol levels and an increased incidence of CRC (4, 38, 39, 40). Our data indicate that hyperlipidemia induced by *Ldlr* deficiency enhances ISC function both in vivo and ex vivo, suggesting a potential mechanism by which elevated circulating lipids may promote tumorigenesis. Based on these observations, it is reasonable to consider targeting hyperlipidemia as a potential chemopreventive strategy for CRC. Notably, several clinical studies have reported an association between the use of lipid-lowering drugs, such as statins, and a reduced CRC risk (41, 42, 43, 44). Nevertheless, it would be worthwhile to investigate whether hyperlipidemia could enhance tumorigenesis by crossing *Ldlr*-deficient mice with *Apc* mutant mice or other CRC models.

Interestingly, LDLR has been shown to be overexpressed in the polyps of *Apc*^*min/+*^ intestine, which likely facilitates lipid uptake and subsequent lipid accumulation, thereby supporting the growth of these polyps (45). In a mouse model with *Ldlr* overexpression in the small intestine, it was observed that cell turnover rate is increased as a compensatory response to increased epithelial cell apoptosis (46). In contrast, our data showed that loss of *Ldlr* leads to enhanced ISC proliferation. This effect is likely attributable to hyperlipidemia resulting from *Ldlr* deficiency in the liver, which is supported by our observations that crypts lacking LDLR exhibit growth pattern comparable to those of WT crypts. Indeed, survival analysis of a The Cancer Genome Atlas dataset of CRC patients revealed no difference in overall survival between LDLR high and low expression groups (data not shown), indicating that LDLR expression in the gut per se is unlikely a major determinant of CRC prognosis. Nevertheless, further studies are required to determine whether hyperlipidemia alone is sufficient to drive ISC hyperproliferation in vivo using other hyperlipidemic models to circumvent the potential impact of *Ldlr* deficiency in the intestine, such as *Ldlr* liver-specific knockout mice or hepatic overexpression of PSCK9, which is known to cause hyperlipidemia by facilitating the degradation of LDLR in the liver.

LDL is composed of a variety of lipids, including phospholipids, free cholesterol, cholesteryl ester, and triglycerides. Previous research has established that several of these lipids play a role in modulating ISC function. For instance, dietary factors such as high-fat diet and fasting have been shown to activate PPAR-mediated FAO to boost ISC stemness (19, 20, 30). Additionally, the composition of phospholipids within the intestinal epithelium influences ISC behavior, with increased saturation of membrane phospholipids leading to ISC hyperproliferation (22). Furthermore, elevated cellular cholesterol levels, induced either through enforced cholesterol biosynthesis or high cholesterol diet feeding, can augment ISC function (22). Our study demonstrated that LDL promotes ISC function through the activation of PPAR pathway and its downstream FAO, mirroring the effects observed with high-fat diet feeding or fasting. It is plausible that LDL may increase the delivery of these lipids to ISCs, thereby enhancing ISC function. However, unexpectedly, our ex vivo organoid culture experiments suggest that the effect of LDL on ISC function is likely independent of LDLR. *Ldlr*-deficient crypts respond to LDL treatment similarly to WT crypts. This finding implies that the effect of LDL may involve other lipid components derived from LDL, such as fatty acids, which can be released from triglyceride or cholesteryl ester and taken up by fatty acid transporters like CD36. Moreover, it has been reported that LDL can be internalized via LDLR-independent mechanisms. Although LDL uptake is significantly reduced in *Ldlr*-deficient mice, a residual fraction of circulating LDLs is still cleared by the liver (47). Additionally, Sortlin, a post-Golgi trafficking receptor, has been identified as a mediator of LDL internalization independent of LDLR (48, 49). Other receptors, including Megalin/GP330 and ALK1, have also been shown to facilitate LDL uptake in vitro and/or in vivo (50, 51).

In summary, our studies reveal a significant impact of circulating LDL and its lipid contents on ISC homeostasis. This research underscores a potential mechanistic link between hyperlipidemia and an elevated risk of gastrointestinal cancers.

## Data availability

RNA-Seq data have been deposited at Gene Expression Omnibus (accession number: GSE269253). Raw data generated during the present study are available from the corresponding authors upon request.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

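RNA-Seq was analyzed in organoids of 3 mice, each treated with 50 μg/ml LDL or PBS for 5 days, which gave 6 libraries. The samples were assigned to treatments and mice from their labels, in which the LDL- and PBS-treated libraries of a replicate number share 1 animal identifier. Pairing was also checked in the values: after the mean of each treatment was removed, the libraries of the same mouse correlated across genes with r = 0.48, 0.42 and 0.46 (genes are not independent replicates). All pairs of different mice correlated negatively. Removing the means makes these values negative on average once those of the same mouse are positive, so their sign is not further evidence of pairing. The deposited signal values are normalized counts, that is, reads counted per gene by the authors with featureCounts after alignment with STAR and divided by 1 size factor per library, as the deposited file holds them. Whole reads were recovered for 100% of the values, and recovery was tested on simulated data, where it returned 100% of the reads. No gene had been removed from the table, and 12377 of its 55416 genes held no read. Gene names, types and positions came from the GENCODE M39 annotation of GRCm39, in which 54749 of the identifiers were found and 667 were not.

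The depth was 22061545 to 31073360 reads on genes per library. A gene without a read in a library could hold up to 3 reads by counting error, and intervals on shares of reads are 95% Wilson intervals, which cover counting error only.

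The tests were run with R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, and tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Normalized counts plus 1 were taken to log2 values for genes with a mean of at least 10, which left 18459 genes. LDL and PBS were compared with limma (eBayes with a trend, two-sided), adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p-value under 0.05 and a change of more than 1.5-fold, the paper's fold threshold. The mouse was not a term of this fit, since the paper's text gives no pairing term, and a fit with the mouse as a block was an alternative. Because each mouse gave a library to both treatments, the fit without the block counts differences between mice as error. A gene not called in it is therefore not shown to be unchanged. The gene lists, the comparison, the alternatives and the rule for named genes were set before the data were examined, except where the text says otherwise. The rule named every gene the paper names for the RNA-Seq, the genes of Fig. 4J, the 5 largest rises and the 5 largest falls among called genes with a mean of at least 100 and the same direction in all mice, and members of the reported lists.

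In total, 22 lists were written by hand from general knowledge, because KEGG and hallmark gene sets were not available. Of these, 20 formed the family of tests and 2 held the paper's own choices of Fig. 5E and Fig. 4J. The 20 lists were PPAR signaling, fatty acid degradation, cholesterol biosynthesis, cholesterol homeostasis, branched-chain amino acid degradation, amino acid biosynthesis, tricarboxylic acid cycle and carbon metabolism, unfolded protein response, MYC targets, complement and coagulation, intestinal stem cells, fetal-like and regenerative epithelium, YAP targets, enterocytes, Paneth cells, goblet cells, enteroendocrine cells, stromal cells, proliferation and LXR targets. Over-representation among called genes was tested with one-sided Fisher's exact tests against all genes tested, and shifts of lists with limma's camera at a correlation of 0.01 between genes. A list of ATF4 targets was added after the results had been seen. Reactome sets of 10 to 300 tested genes, as shipped with fgsea, were tested in the same way as the lists, among the genes with an Entrez identifier.

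The alternatives were pseudocounts of 0.5 and 5, no filter on the mean or a mean of at least 50, upper-quartile scaling, quantile normalization, the mouse as a block, each library left out in turn (6 fits), both libraries of mouse 3 left out, DESeq2 with and without the block and edgeR with TMM normalization on the recovered reads, an adjusted p-value under 0.001, any fold change, an unadjusted p-value under 0.05, camera with an estimated correlation, fry, and Reactome sets of 5 to 500 genes. DESeq2 with the block and no filter, and edgeR with the block, were added after the data had been seen.

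The steps were tested on simulated data with 200 changed genes of log2 fold change 1.5. Without differences between mice, each of the fits (limma and DESeq2 with and without the block, edgeR without it) recovered all 200. With differences between mice of an assumed standard deviation of 0.5 log2, not measured in these libraries, limma and edgeR without the block recovered 0, DESeq2 without the block recovered 110, and limma and DESeq2 with the block recovered 200. Quantitative RT-PCR, organoid-forming assays and in vivo experiments have no deposited sequencing data and were left out. Results for some genes are not reported here.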

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

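The tests of stromal cells for all upregulated genes, of a few abundant genes, of other splits of the libraries and of the fetal-like list without Clu were set beforehand; all others in this part were chosen after the result was seen.

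The paper does not discuss Cyp4a10, Isx or Sptssb, whose log2 fold changes with LDL were 7.56, 6.51 and 4.53, each above the PBS-treated level in every mouse. For Cyp4a10, reads shared between near-identical copies were tested by summing Cyp4a10, Cyp4a31 and Cyp4a32, and the sum still rose 46.9-fold in mouse 1, the smallest rise of the 3 mice, so that a shift of reads between the copies does not account for it. Stromal cells carried over from the crypts were a poor source for Isx, Sptssb and Cyp4a10, since Vim, the most abundant gene of the stromal list, had a log2 fold change of -0.56 (adjusted p = 0.202 from limma). A biological explanation, a response of the organoids to LDL, stays open for these genes and was not tested apart from the treatment contrast itself.

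Stromal cells, a few abundant genes, gene length, GC content and other splits of the libraries were tested on all 162 upregulated genes, and of these only gene length, GC content and other splits on the 73 downregulated genes. Col1a1, Col1a2, Col3a1 and Sparc, abundant in stromal cells, had at most 8 reads in any library, which argues against stromal cells as the source of the upregulated genes. With upper-quartile scaling or quantile normalization 168 genes were upregulated, and their share among called genes moved by at most 3.57 percentage points. This argues against a few abundant genes as the source of their number. Whether the same 162 genes stayed called was not counted. After a trend of the fold change with gene length was removed, 160 of 162 and 70 of 73 genes were still called, and after a trend with GC content 158 and 67 were, which argues against both as the whole cause. Among the 10 splits of the 6 libraries into 3 and 3, 1 gave as many upregulated genes and 1 as many downregulated genes as the real split, namely the real split itself, and the other 9 gave 0; 10 splits are too few for a share under 0.05. Of these 9, 3 part both libraries of each mouse as the real split does, and the other 6 part those of 1 mouse. With the mouse block, exchanging the labels of any 1 mouse also gave 0 genes in both directions. Each other split or exchange mixes the treatments within a group, so a true effect of LDL would add to its error. The counts of 0 therefore do not show how many genes would be called without any effect.

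Genes of the fetal-like and regenerative list were higher with LDL: the median log2 fold change of the 13 tested genes was 3.34 (adjusted p = 1.61e-08 from limma's camera), and all 13 were higher in each of the 3 mice. The paper describes fetal-like spheroids in Fig. 4E and Fig. 4G and marks Clu in Fig. 5A, and its text does not report this group of genes. None of the 13 was called, although all 13 had an unadjusted p-value under 0.05. All 13 were called with the mouse as a block, as would be seen if levels that differ between mice in both libraries kept them from being called. Without Clu, the list's shift had an adjusted p-value of 8.67e-08 (limma's camera), so it did not rest on Clu alone. The other 12 genes are part of the pattern itself, so this test is not separate evidence for its cause. A shift towards a fetal-like or regenerative state stays a hypothesis. The shift of all 13 genes was past the threshold under every fit run with the preset correlation, with medians between 2.57 and 4.24 when each library was left out in turn. It was not past it with an estimated correlation (adjusted p = 0.557 from limma's camera) or with limma's fry without the block (adjusted p = 0.153), and was past it with fry and the block (adjusted p = 0.0444). A larger share of fetal-like cells and a higher level per cell were not tested apart.

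The LDL-treated library of mouse 1 stood out among the 6 libraries in reads on 1546 olfactory and vomeronasal receptor genes, receptors of sensory neurons: 143.6 per 1000000 reads (95% Wilson interval 138.9 to 148.5), against 43.3 to 70.0 in the other libraries. The same library had 35781 genes with reads. Reads from genomic DNA are a candidate explanation: on 186 other silent genes, not used to find the pattern, this library had 5.21 per 1000000 reads (95% Wilson interval 4.38 to 6.21), 2.64 more than the highest of the other libraries. The signal was not confined to it. On these 186 genes the LDL-treated libraries of mice 2 and 3 had 2.35 and 2.58 per 1000000 reads (95% Wilson intervals 1.85 to 2.99 and 2.05 to 3.23), against 1.68 and 1.32 (1.22 to 2.31 and 0.973 to 1.79) with PBS. On the receptor genes mouse 3 had 70.0 with LDL against 43.3 with PBS, and mouse 2 had 43.3 with LDL against 55.1 with PBS. Deeper sequencing is excluded, as 4 libraries had more reads and fewer genes detected. The LDL-treated library of mouse 1 also differed in its make-up. Rn18s-rs5, an 18S ribosomal RNA sequence, held 7.62% of its reads, against 0.0826% to 3.02% in the other libraries. Protein-coding genes held 68.3% of its reads, against 77.1% to 81.8% in the others. Genomic DNA in this library alone does not account for the upregulated genes, since all 162 were higher with LDL in mice 2 and 3 as well. Nor does genomic DNA in all the LDL-treated libraries: at the reads per kb of exon seen on the receptor genes or the 186 genes, whichever was higher, all 162 rose in each mouse by more than 2 times the reads expected on them (over these genes, the expected reads had a median of 1.3% of the rise in mouse 1, 0.601% in mouse 2 and 0.508% in mouse 3). Whether the culture or the handling of RNA caused it was not tested.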

How the results depend on the processing

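The number of genes called was the result that depended most on the processing. Against 162 upregulated and 73 downregulated genes, the mouse block gave 1048 and 639, DESeq2 gave 819 and 358 without the block and 945 and 553 with it, no filter on the mean gave 506 and 245, an unadjusted p-value under 0.05 gave 1170 and 776, and an adjusted p-value under 0.001 gave 6 and 0. Chosen after seeing the data, DESeq2 with the block and no filter gave 913 and 521, and edgeR with the block gave 1072 and 663. Pseudocounts of 0.5 and 5, a mean of at least 50, upper-quartile scaling, quantile normalization, edgeR without the block and any fold change gave 133 to 172 and 60 to 89. With each library left out in turn, the counts were from 18 to 1179 and from 2 to 1133; the highest came without the LDL-treated library of mouse 2 and the lowest without that of mouse 3. Without both libraries of mouse 3, 0 and 0 genes were called, and 611 and 391 passed an unadjusted p-value under 0.05; fewer samples remain there. On simulated data with differences between mice of an assumed size (standard deviation 0.5 log2, not measured in these libraries), limma recovered 0 of 200 changed genes without the block and 200 with it, and all 162 and 73 genes called here were also called with the block. The cause of the other changes was not tested.

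Of the 19 genes of Fig. 5E, 10 were called, 8 to 12 with the other pseudocounts, filters and scalings or with edgeR, 17 with DESeq2, and 19 with the block in limma, DESeq2 or, chosen after seeing the data, DESeq2 without a filter or edgeR. The count ran from 2 (without the LDL-treated library of mouse 3 or the PBS-treated library of mouse 1) to 14 (without the LDL-treated library of mouse 2), and was 0 without both libraries of mouse 3, where 13 passed an unadjusted p-value under 0.05.

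Over-representation of PPAR signaling and fatty acid degradation among upregulated genes, and of branched-chain amino acid degradation, amino acid biosynthesis and carbon metabolism among downregulated genes, kept its side of the threshold with both pseudocounts, both scalings, both filters, the block and DESeq2. The block moved other lists across it. Among upregulated genes, cholesterol homeostasis went from an adjusted p of 1 to 0.00600, enterocytes from 0.479 to 0.000718, fetal-like genes from 1 to 2.37e-15 and YAP targets from 0.0534 to 1.28e-07 (Fisher's exact test). Among downregulated genes, fatty acid degradation went from 0.489 to 0.00789, Paneth cells from 1 to 0.00226 and cholesterol homeostasis from 0.0147 to 0.0977 (Fisher's exact test). At an adjusted p-value under 0.001, fatty acid degradation had 1 upregulated gene, and branched-chain amino acid degradation and amino acid biosynthesis had 0 downregulated genes, since few genes were called. Amino acid biosynthesis had 1 with edgeR. With each library left out in turn, PPAR signaling had 4 to 13 genes and fatty acid degradation 3 to 8, all past the threshold; branched-chain amino acid degradation had 0 to 13, amino acid biosynthesis 0 to 8, and the carbon metabolism list 0 to 5, the highest of each without the LDL-treated library of mouse 2. Without both libraries of mouse 3, each list had 0. Reactome sets over-represented among upregulated genes were 2, against 25 with the block and 5 with sets of 5 to 500 genes; among downregulated genes they were 5, and 31 with the block. Neither of the 2 was over-represented with the block, and all 5 were. The cause was not tested.

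For the shifts of lists, the median log2 fold change is given where the test's side of the threshold changed. PPAR signaling (0.10) and fatty acid degradation (0.24) were no longer past it with an estimated correlation or with fry, which leave the medians unchanged, or with no filter (0.24 and 0.26); fatty acid degradation was not past it with the block either (0.24). With each library left out in turn their medians ran from 0.049 to 0.26 and from -0.037 to 0.28, the lowest for fatty acid degradation without the LDL-treated library of mouse 2. Within each mouse, the median log2 ratio of both lists was positive. Complement and coagulation passed the threshold with DESeq2 (0.15), DESeq2 with the block (0.15), edgeR (0.14), a mean of at least 50 (0.59) and, chosen after seeing the data, DESeq2 with the block and no filter (0.46) and edgeR with the block (0.14). Cholesterol homeostasis passed with DESeq2 and the block (0.092, and 0.092 with no filter). Cholesterol biosynthesis passed, lower, only with DESeq2, the block and no filter (-0.16), and MYC targets with quantile normalization (0.050) and without both libraries of mouse 3 (0.062). With each library left out in turn, cholesterol homeostasis ran from -0.0090, without the PBS-treated library of mouse 1, to 0.086. Camera's direction, which weighs all genes, reversed with no filter for cholesterol homeostasis (0.092), the unfolded protein response (0.074), MYC targets (0.032) and intestinal stem cells (0.13), and when one library was left out for cholesterol biosynthesis (-0.24 to -0.046) and intestinal stem cells (0.0029 to 0.19), none past the threshold. MYC targets ran from 0.0057 to 0.079 with each library left out in turn. Complement and coagulation ran from 0.052, without the LDL-treated library of mouse 1, to 0.25, without the PBS-treated library of mouse 1. The cause was not tested.

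Over the named genes, 66 results under an alternative were weaker and 61 stronger than reported, and none reversed. Genes with few reads limit the fold changes most: at most 5 reads of Isx and 9 of Cyp4a10 were counted in a PBS-treated library.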

Differences from the paper's values

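The paper reports 911 genes upregulated by 1.5-fold; here 162 were called. Of the alternatives set before the data were examined, the mouse block (1048), DESeq2 (819), DESeq2 with the block (945), an unadjusted p-value under 0.05 (1170) and the fit without the LDL-treated library of mouse 2 (1179) came within 1.5 times of the paper's count, and the others did not. DESeq2 with the block and no filter (913) and edgeR with the block (1072), both chosen after seeing the values, came within it too.

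The paper reports 518 genes downregulated; here 73 were called. The mouse block (639), DESeq2 (358), DESeq2 with the block (553) and an unadjusted p-value under 0.05 (776) came within 1.5 times of it among the alternatives set before the data were examined, and the others did not. DESeq2 with the block and no filter (521) and edgeR with the block (663), both chosen after seeing the values, came within it too.

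The paper's -log10 p-value of Clu is about 270 in Fig. 5A, read by eye, against 2.91 here, and that of Fabp1 is about 170 in Fig. 5A, read by eye, against 3.70 here. Of the alternatives set before the data were examined, only DESeq2 with the block came within 1.5 times, with 269.1 for Clu and 157.6 for Fabp1. DESeq2 with the block and no filter, chosen after seeing the values, gave 279.0 and 173.7. DESeq2 without the block gave 5.39 for Clu and 5.24 for Fabp1. For these 2 genes, this argues against a fit without the mouse as the source of the paper's values.

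The paper's Fig. 5E shows 19 genes as activated by LDL; 9 of them were not called here, and all 19 were called with the block in limma and DESeq2 and in the 2 fits chosen after seeing the values, DESeq2 with the block and no filter and edgeR with the block. DESeq2 without the block called 17 of the 19, upper-quartile scaling 11, no filter on the mean 12, and the fit without the LDL-treated library of mouse 2 called 14. Clu, which the paper marks in Fig. 5A, was not called here (adjusted p = 0.0614 from limma) and was called with the block, with DESeq2, with no filter, without the LDL-treated library of mouse 2 and in the 2 fits chosen after seeing the values. The paper's Fig. 5C shows the unfolded protein response and MYC targets lower with LDL; the lists used here, which are not the paper's gene sets, had medians of 0.074 and 0.032, and camera's direction for both was lower with no filter on the mean, not past the threshold. The paper places cholesterol genes among the most upregulated; the cholesterol biosynthesis list had a median of -0.16 here and the wider list 0.092, neither past the threshold. The wider list passed it with DESeq2 and the block, with and without the filter, the fit without the filter having been chosen after seeing the values, and 11 of its genes were called upregulated with the mouse block. None of these 11 was a gene of the biosynthesis list. The paper's Fig. 5B shows carbon metabolism among the downregulated pathways. Of the 25 genes of the list used here, 0 were called, and 5 without the LDL-treated library of mouse 2. The paper reports Axin2 and Bmi1 as upregulated by RT-PCR in Fig. 4J. Their log2 fold changes here were 0.23 and -0.26, and neither was called in either limma fit.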

Other observations

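The tests of cholesterol biosynthesis and of enterocytes were set before the data were examined; the test of ATF4 was chosen after the results had been seen.

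Genes of Fig. 4J were measured there by RT-PCR, and the paper reports Ascl2, Axin2 and Bmi1 among those upregulated by LDL. In the RNA-Seq libraries, Ascl2 had a log2 fold change of 1.22 (adjusted p = 0.104 from limma, and called with the mouse block at 0.00333) and Olfm4 of -1.17 (adjusted p = 0.156, and called with the block at 0.0386). The log2 ratio of Olfm4 was -1.71 in mouse 1, -0.0080 in mouse 2 and -1.77 in mouse 3. DESeq2 with the block did not call Olfm4 (adjusted p = 0.159 from DESeq2). Axin2 (0.23), Bmi1 (-0.26), Lgr5 (0.40), Lrig1 (0.13), Sox9 (0.37), Vil1 (0.24) and Neurog3 (-0.36) were called in neither limma fit. In mice 1, 2 and 3, the log2 ratio was -0.30, -0.089 and -0.39 for Bmi1 and 0.18, 0.64 and -0.14 for Axin2. The RNA-Seq libraries thus did not show the rise of Bmi1 that the paper reports by RT-PCR. The 9 genes of that panel had a median of 0.23.

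The remaining lists are given with their median log2 fold change and the adjusted p-value of limma's camera. Intestinal stem cell genes had 0.13 (0.843), YAP targets 1.31 (1.34e-04), enterocyte genes 0.20 (0.0344), Paneth cell genes -0.29 (0.134), goblet cell genes -0.39 (0.0344), enteroendocrine genes -0.26 (0.134), the 4 stromal genes tested -0.63 (0.0344), proliferation genes -0.0052 (0.545) and LXR targets -0.25 (0.0333). Upper-quartile scaling and quantile normalization turned the median of proliferation genes, -0.0052, to 0.013 and 0.0049 and changed no other list's sign. The median of enterocyte genes was -0.15 without the LDL-treated library of mouse 2, 0.0074 without the PBS-treated library of mouse 1, 0.40 without the LDL-treated library of mouse 1 and 0.47 without the PBS-treated library of mouse 2. Within mice 1, 2 and 3, the median log2 ratio of enterocyte genes was 0.15, 0.11 and 0.24. Of 18 YAP targets, 2 were called upregulated (Ajuba and Amotl2) and 10 with the block. Of 9 goblet cell genes, Agr2, Fcgbp and Spink4 were downregulated and Clca1 was upregulated. With the block and fry, the lists with an adjusted p-value under 0.05 were complement and coagulation, fetal-like and goblet cell genes (0.0444 each) and enterocyte genes (0.0455).

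Cholesterol delivered by LDL could lower the targets of SREBP2. The cholesterol biosynthesis list had a median of -0.16, with 14 of 25 genes lower in all 3 mice, but its shift was not past the threshold (adjusted p = 0.443 from limma's camera), and across the alternatives the adjusted p-value ran between 0.0394 and 0.828. The test leaves the explanation open.

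A larger share of enterocytes could raise genes of fatty acid oxidation and PPAR targets. The enterocyte list was shifted upwards (adjusted p = 0.0344 from limma's camera, 0.110 with the block). Across the alternatives the adjusted p-value ran between 1.30e-07 and 0.703. Without the 2 genes that other lists hold, the median log2 fold change of the list was 0.34, with 9 genes higher and 5 lower (adjusted p = 0.0186 from limma's camera, 0.0530 with the block). Since members move both ways, a larger share of enterocytes and a higher level per cell cannot be told apart.

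Lower activity of ATF4 is a candidate explanation for the downregulated amino acid biosynthesis genes. It was tested on 13 genes, aminoacyl-tRNA synthetases and Xpot, whose values had not been looked at before. Their median log2 fold change was -0.15, with 11 genes lower and 7 lower in each of the mice. Over the 3 lists tested for ATF4, the shift had an adjusted p-value of 0.00800 from limma's camera and 0.0202 with the block, and of 0.0334 from fry and 0.107 from fry with the block. None of the 13 genes was called, with or without the block. The added list of 32 ATF4 targets, 7 of them in the amino acid biosynthesis list, had a median of -0.29 with 29 genes lower. The direction goes with lower ATF4 activity, a hypothesis that protein data would have to test.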
